# Reciprocal Interaction of Wnt and RXR-α Pathways in Hepatocyte Development and Hepatocellular Carcinoma

**DOI:** 10.1371/journal.pone.0118480

**Published:** 2015-03-04

**Authors:** Jinyu Li, Maia Chanrion, Eric Sawey, Tim Wang, Edward Chow, Aaron Tward, Yi Su, Wen Xue, Robert Lucito, Lars Zender, Scott W. Lowe, J. Michael Bishop, Scott Powers

## Abstract

Genomic analysis of human hepatocellular carcinoma (HCC) is potentially confounded by the differentiation state of the hepatic cell-of-origin. Here we integrated genomic analysis of mouse HCC (with defined cell-of-origin) along with normal development. We found a major shift in expression of Wnt and RXR-α pathway genes (up and down, respectively) coincident with the transition from hepatoblasts to hepatocytes. A combined Wnt and RXR-α gene signature categorized HCCs into two subtypes (high Wnt, low RXR-α and low Wnt, high RXR-α), which matched cell-of-origin in mouse models and the differentiation state of human HCC. Suppression of RXR-α levels in hepatocytes increased Wnt signaling and enhanced tumorigenicity, whereas ligand activation of RXR-α achieved the opposite. These results corroborate that there are two main HCC subtypes that correspond to the degree of hepatocyte differentation and that RXR-α, in part via Wnt signaling, plays a key functional role in the hepatocyte-like subtype and potentially could serve as a selective therapeutic target.

## Introduction

Most hepatocellular carcinomas (HCCs) develop after years of chronic liver inflammation during which time small nodular lesions develop from clonal expansion of hepatocytes and/or hepatic progenitor cells [1]. Recurrent genetic alterations that drive subsequent progression to malignancy include mutation of the β-catenin proto-oncogene *CTNNB1* [2], co-amplification of the neighboring proto-oncogenes *FGF19* and *CCND1* at 11q13.3 [3], or amplification or other genomic activation of the proto-oncogenes *MET* and *MYC* [4,5]. In addition, recurrent alterations affecting the tumor suppressor genes *TP53* and *DLC1* have been shown to promote HCC progression [6,7], and more recently, recurrent mutations affecting antioxidant response genes *NFE2L2* and *KEAP1* and histone methyltransferases genes of the *MLL* family have been found in multiple cohorts of hepatocellular carcinoma [8–10]. The only clinical trials of agents that target this set of oncogenic drivers in HCC are ones involving inhibitors of Met, although there is no biomarker guiding selection of patients in those trials [11].

Another possible avenue to matching HCC patients with specific treatments is through identification of molecular subtypes by transcriptional profiling. One study found subgroups with high Akt activation and proposed that these subtypes might respond well to inhibition of Akt [12]. However there are conflicting reports on the relationship between oncogenetic alterations and the molecular subtypes in HCC found by transcriptome profiling. In two studies, mutational activation of *CTNNB1* was found to be associated with Wnt pathway activation [12,13], whereas in a subsequent larger study, activating mutations were enriched in a class of differentiated hepatocyte-like tumors but Wnt pathway activation itself was associated with a class of tumors with wild-type *CTNNB1* [14]. Similarly, tumors with *TP53* mutations were associated with a proliferative class in one study but evenly distributed amongst all classes in a different study [12,13]. Such inconsistencies add uncertainty to the preclinical development of therapies that target specific pathways and to advancement of predictive biomarkers.

A major confounding factor in genomic analysis of HCC is that the tumor itself could arise from clonal expansion of a variety of starting normal cells along the hepatocyte lineage. In rodents, diethylnitrosamine (DEN) hepatocarcinogenesis oncogenically transforms mature hepatocytes, whereas the carcinogen furan activates bile duct progenitor cells giving rise to cholangiocellular carcinomas, and other carcinogenic regimens leading to HCC are thought to target either hepatoblast-like bipolar progenitor cells or the periductual stem cell [15]. There is also evidence based on comparative gene expression profiling of human tumors with rodent models that some HCC are derived from hepatic progenitor cells whereas others are not and instead retain differentiated features of hepatocytes [16].

Here we performed comparative genomic analysis of normal liver development and its relationship to both human hepatocellular (HCC) and mouse liver cancer models. Comparative oncogenomic approaches have previously been used to gain insight into the development of human HCC. Comparing mouse HCC models to their human counterparts led to the discovery that activating mutations of β-catenin co-occur with activation of the Met protein-tyrosine kinase, pinpointing a previously unappreciated cooperation between Wnt and Met signaling in HCC [17]. In another case, comparison of copy number alterations led to the identification of *YAP* and *IAP1* as chromosomally-linked cooperating oncogenes [18]. In this report we used comparative genomic analysis to address some unanswered questions regarding the relationships between recurrent genetic alterations, differentiation state, and pathway activation in HCC.

## Results

### Comparative oncogenomics of mouse and human HCC

Previously we used array CGH (ROMA) to discover focal amplicons in eight tumors derived from two different hepatoblast transplantable mouse HCC models. These focal amplicons included a *Myc* amplicon found in *RAS*/*p53* ^-/-^ hepatoblast tumors and a *YAP1/BIRC2* amplicon found in several independent *MYC*/*p53* ^-/-^ hepatoblast tumors [18]. Here we profiled copy number alterations in an additional thirty mouse HCC tumors, including ten additional transplantable hepatoblast-derived tumors and twenty tumors derived from transgenic mice. The transplantable hepatoblast-derived tumors were generated from hepatoblasts isolated from either *p53* ^-/-^ or *Cdkn2a* ^-/-^ mice that by retroviral transfection given a second oncogenic hit (overexpression of *MYC*, activated *RAS*, or activated *RHO*, or shRNA-silencing of *DLC1*). The twenty tumors from transgenic mice included ten expressing human *MET* specifically in hepatocytes under the control of doxycycline [17], and ten from mice expressing the human *MYC* gene driven by the albumin promoter. The most frequently observed focal copy number alteration was the *YAP1/BIRC2* amplicon (9qA1), observed in five of the transplantable hepatoblast-derived tumors. Other focal amplicons were observed only once and only in the transplantable hepatoblast-derived tumors, and included the *MYC* and *RNF19* amplicons previously reported, and amplicons containing *MTTP* (3qG3), *PKN2* (3qH1), *FGFR2* (7qF3), *STK32C* (7qF4), and *SCN3B* (9qA5) (S1 Table). We did not observe any focal deletions and furthermore we observed neither focal nor broad copy number alterations in any of the twenty tumors isolated from transgenic models. There were relatively few broad copy number gains or losses in tumors arising from the transplantable mouse tumors, with broad losses involving chromosomes 4, 7, and 12 and broad gains involving chromosomes 2, 3, 5, 6, 8, 15, and 19 observed in 11% to 28% of the 18 transplantable mouse tumors, compared to the more frequent broad copy number alterations observed in human HCC (Fig. 1).

**Fig 1:**
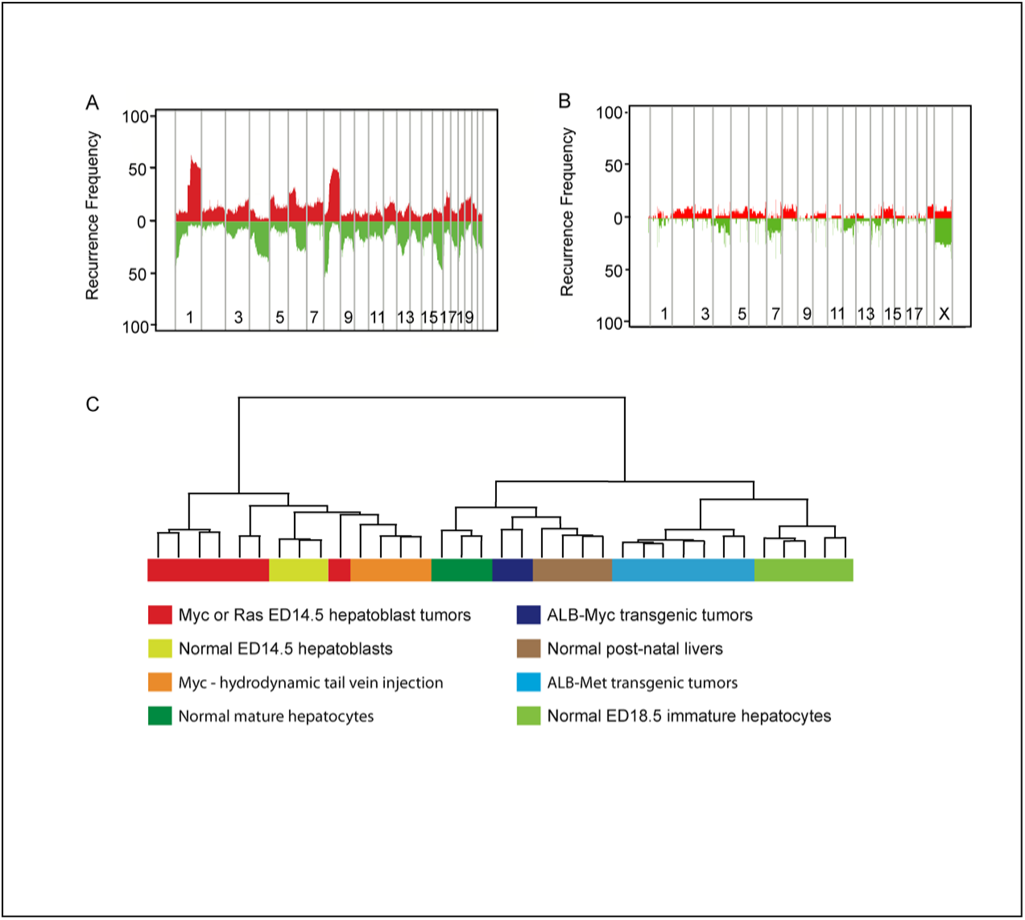
Comparative genomic analysis of human and mouse model HCC. (A) Frequency plots of copy number alterations in human HCC. Frequency of gains (red) and losses (green) as determined by ROMA array CGH analysis of 101 human HCC samples. (B) Frequency plots of copy number alterations in mouse model HCC as determined by ROMA array CGH analysis in 38 mouse model HCC samples. (C) Unsupervised hierarchical clustering of expression profiles of various mouse HCC tumors and normal stages of liver development. See S3 Table for a description of the different samples.

Since the low frequency of DNA copy number alterations in mouse HCC tumors did not lend itself to a comprehensive comparison with copy number alterations in human HCCs, we turned our attention to comparison of gene expression alterations. We first focused on gene expression alterations in mouse tumors, as their initiating oncogenic lesions are known and they are less heterogeneous than human HCC. Only sixteen of the thirty mouse tumors analyzed for DNA copy number alterations yielded RNA suitable for genome-wide analysis, so we added an additional four mouse hepatoblastomas that were generated by hydrodynamic tail-vein injection of an inducible *MYC* expression plasmid [19]. Thus we analyzed three different types of mouse HCC models driven by *MYC* overexpression: the transplantable hepatoblast model where p53^-/-^ hepatoblasts were retrovirally transduced with a *MYC* overexpression plasmid, a hepatoblastoma model where tail-vein injection is used to delivery a TET-inducible *MYC* transgene directly into liver cells (the presumed cell-of-origin was deduced from histological analysis of the resultant tumors[4]), and a classic transgenic model where the hepatocyte-specific *ALB* promoter is used to drive *MYC* expression. 

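RNA from normal mouse liver at 4 stages was measured on 11 Agilent 4x44k arrays, with 3 arrays at E14.5, 3 at E18.5, 2 at P5 (replicates 2 and 3) and 3 at P56. The array labels and the methods give the embryonic days as 14 and 18, and the results text as E14.5 and E18.5. Each array carried liver RNA in the Cy5 channel and a common reference, commercial RNA of normal adult mouse liver, in the Cy3 channel, and no dyes were swapped. The authors deposited the spot intensities from Feature Extraction 9.5.1.1, which are not normalized between the channels, and a table of lowess-normalized log2 ratios per gene. Each array held 43379 spots without the 1639 control spots. Spots well above background in the Cy5 channel numbered 22027 to 23957 per array at E14.5, 24415 to 25718 at E18.5, 25130 and 24921 at P5, and 23079, 16790 and 20131 at P56. The small number of arrays limits the precision. From the spot intensities, background was corrected by the normexp method with an offset of 50, and log2(Cy5/Cy3) was normalized by loess within each array. Spots marked as outliers by the scanner software, 177 to 356 per array, were left out. A probe was kept when it was well above background in Cy5 on all arrays of at least 1 stage and lacked a value on at most 1 array per stage, and the brightest probe stood for each gene, which left 16704 genes. Stages were compared with limma over all 11 arrays, with Benjamini-Hochberg adjustment. Pearson's r between replicate arrays, across probes, was 0.981 to 0.984 at E14.5, 0.953 to 0.972 at E18.5, 0.883 at P5 and 0.808 to 0.919 at P56. The arrays were read in 4 scans. Scan 1 held the 3 arrays of E14.5 and replicate 1 of E18.5, scan 2 the other arrays of E18.5, scan 3 replicate 2 of P5, and scan 4 replicate 3 of P5 with the 3 arrays of P56.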

We analyzed in parallel normal mouse liver tissue taken from different stages of development. By unsupervised cluster analysis of the transcriptomes of these samples that there were two major clusters (Fig. 1). These two clusters were comprised of samples with similar stages of liver differentiation (Fig. 1 and S1 Fig.). 

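The normal liver arrays of this clustering were clustered by themselves over all genes tested, and the tumor arrays were not analysed here. With gene-wise z-scores, Euclidean distance and complete linkage, the 3 arrays of P56 formed the smaller branch of the first split, and at the level of 3 branches E14.5 stood alone, E18.5 together with P5, and P56 alone. The mean distance between arrays of the same stage was 87.5 at E14.5, 92.2 at E18.5 and 110 at P56, and the single pair at P5 lay 125 apart. Between stages the mean distance was 176 from E14.5 to E18.5, 132 from E18.5 to P5 and 215 from E18.5 to P56. With 1 minus Pearson correlation and average linkage, replicate 3 of P5 joined the 3 arrays of P56 in the smaller branch of 4 arrays. These 4 arrays were read in the same scan. By limma with Benjamini-Hochberg adjustment, 4106 genes were higher and 3803 lower at E18.5 than at E14.5. The number of genes that differed was 10817 between E18.5 and P56. Between E18.5 and P5 it was 2292, but 3765 without replicate 2 of P5 and 928 without replicate 3, so this count rests on single arrays. No scan held arrays of E18.5 together with P5 or P56, so the counts between E18.5 and these stages cannot be separated from the scan. The setting that moved the first comparison most required an absolute log2 fold change of at least 1, which left 1527 genes higher and 325 lower at E18.5.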

Tumors that either were known[18] or suspected[4] to originate from hepatoblasts, regardless of whether the initiating oncogene was *MYC* or *RAS*, grouped together with hepatoblast-enriched fetal liver from embryonic day 14.5, whereas other mouse tumors initiated by *MYC* or *MET* but that arise from hepatocytes grouped together with normal liver at later stages of development (Fig. 1 and S1 Fig.; a complete listing describing the mouse tumors is found in S3 Table).

### Wnt/β-catenin pathway genes and retinoic acid receptor X (RXR-α) pathway genes are major features of the two subtypes of mouse HCC

We then used pathway analysis of the transcriptome data to determine what pathways were most significantly altered between the two groups. We used two commonly used computational pathway tools (Ingenuity and GSEA) to determine which pathways (as defined by gene sets) showed statistically significant, concordant expression differences between the two groups. Two of the ten most significantly altered pathways pinpointed by Ingenuity involved RXR-α, a nuclear hormone receptor which forms heterodimers with several other nuclear hormone receptors including RARs, LXRs, FXR, and PPAR-□ [20] (Fig. 2A). Three of the top ten most significantly altered pathways pinpointed by GSEA involved Wnt/β-catenin signaling (Fig. 2B). Both of these pathways have established roles in liver development [21] [22].

**Fig 2:**
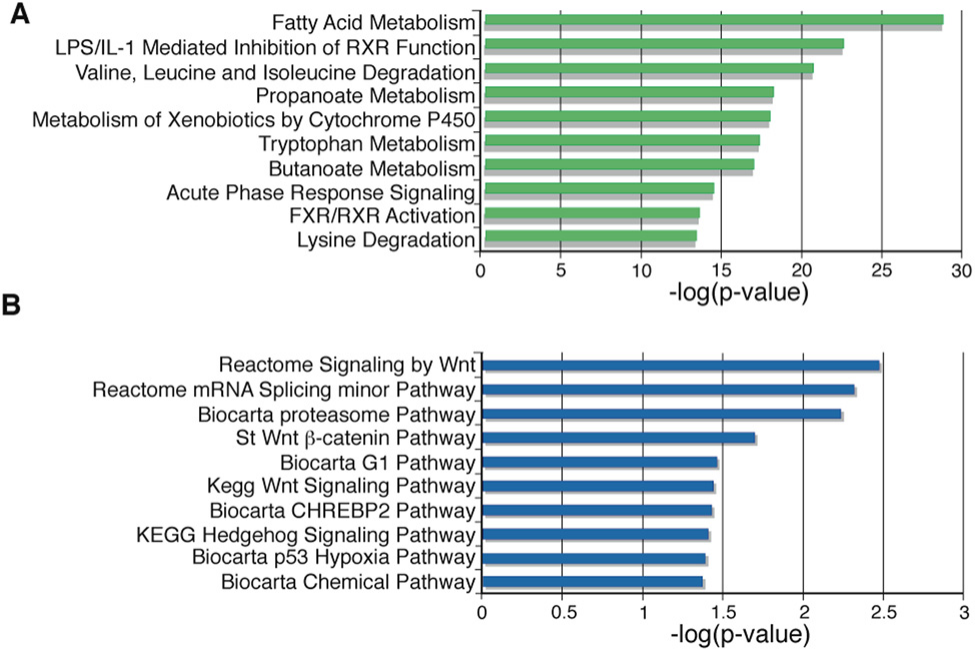
Pathways that distinguish the two major clusters of mouse HCC. Top ten most significantly different pathways based on gene expression of the two major clusters of mouse HCC and normal liver samples determined by GSEA (A) and Ingenuity (B).

We then tested whether, instead of the entire transcriptome, a much smaller gene set defined by RXR-α and Wnt signaling could be used to similarly categorize mouse model HCCs. We formed the gene signature by combining Wnt signaling genes (Reactome [23]) with RXR-α genes (Ingenuity Systems Inc.) (S2 Table). As with the clustering based on all genes, clustering with the combined pathway gene signature partitioned mouse model HCCs into two subtypes (high Wnt, low RXR-α and low Wnt, high RXR-α) that corresponded to the cell-of-origin (S2 Fig.).

### Reciprocal relationship between RXR-α and Wnt pathways in normal liver development

We then examined the relationship between different stages of normal liver development and the transcriptional targets of RXR-α and Wnt signaling. 

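The paper calls these genes transcriptional targets, while the title of S2 Table calls them genes in the pathways. It gives human symbols, 80 in the RXR-α list and 58 in the Wnt list. All 80 RXR-α genes and 57 of the Wnt genes were found on the mouse array and passed the filter on dim probes, and PSME2 was not matched to a probe. Of the 57 Wnt genes measured, 40 encode subunits or regulators of the proteasome and 17 do not. The 17 include Apc, Axin1, Gsk3b, Btrc and Ctnnb1. Axin2, Lgr5 and the other Wnt target genes tested separately are not in S2 Table. A fall of the Wnt list is therefore not by itself a fall of those target genes. The paper took the lists from Ingenuity and Reactome, after pathway analysis of clusters that included these normal livers, so neither a count adjusted over a list alone nor a set test of a list is independent evidence of a change in the pathway.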

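Over the 137 genes of S2 Table that were measured, the 3 arrays of E14.5 formed the smaller branch of the first split. At the level of 3 branches, E18.5 and P5 shared a branch and P56 had its own. The mean distance from E14.5 was 20.1 to E18.5, 21.3 to P5 and 23.0 to P56, against 3.49 between the arrays of E14.5 and 4.55 between those of E18.5. From E18.5 the mean distance was 8.32 to P5 and 15.1 to P56. When each array was centred on its median in place of loess, the 3 arrays of P56 formed the smaller branch instead.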

We used unsupervised clustering to find patterns in the expression levels of these transcriptional targets from liver samples isolated at embryonic days E14.5 and E18.5 as well as later postnatal stages (P5 and P56). This analysis revealed a major shift in the expression of the transcriptional targets of both pathways occurring between E14.5 and E18.5, with transcriptional targets for Wnt signaling upregulated at E14.5 and down regulated in E18.5 and the opposite result for transcriptional targets of RXR-α signaling (Fig. 3A). 

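All 80 genes of the RXR-α list were higher at E18.5 than at E14.5 at an adjusted p under 0.05 (limma, Benjamini-Hochberg), both over all genes tested and adjusted over the list alone. Their median log2 fold change was 1.69, and single genes ranged from 0.56 to 6.54. Of the 57 genes of the Wnt list, 38 were lower and 7 higher at E18.5, with 12 not called, and adjusted over the list alone 39 were lower and 7 higher. The median log2 fold change of the Wnt list was -0.45. As sets, the RXR-α list rose with p = 9.5e-34 and the Wnt list fell with p = 2.6e-06 by limma's camera test with a preset correlation of 0.01. Adjusted over the 4 sets tested, which are both lists and 2 parts of the Wnt list, these were an adjusted p = 3.8e-33 and an adjusted p = 3.5e-06. With limma's fry test, which does not compare a list with other genes, both calls held (adjusted p = 2.4e-08 and adjusted p = 1.6e-05). With the correlation estimated from the data the RXR-α call held (adjusted p = 0.0074), while the Wnt list gave p = 0.027 before and an adjusted p = 0.055 after adjustment. Since the paper chose both pathways from clusters that included these livers, these p values describe the lists and are no independent test.
The proteasome genes of the Wnt list had a median log2 fold change of -0.52 and fell as a set (camera in limma, adjusted p = 2.8e-06). The 17 remaining genes had a median of -0.35, with 10 lower and 2 higher, and were not called as a set by the same test (adjusted p = 0.064), while fry gave an adjusted p = 0.00036. The list score, the mean gene-wise z-score of an array, was -1.30 ± 0.0993 (SD, n = 3) at E14.5 and 0.44 ± 0.0633 (SD, n = 3) at E18.5 for the RXR-α list. For the Wnt list it was 0.69 ± 0.0118 (SD, n = 3) at E14.5 and -0.22 ± 0.166 (SD, n = 3) at E18.5. For both lists the groups did not overlap (exact permutation test, two-sided p = 0.10, the smallest that 3 arrays against 3 allow). Within scan 1, the single E18.5 array differed from the mean of the 3 E14.5 arrays by a median of 1.62 over the RXR-α genes and -0.35 over the Wnt genes. With the scan as a fixed block, 22 Wnt genes were lower at E18.5.
Rxra itself was measured by a probe on chromosome 2 from 27770202 to 27770261 (mm7 coordinates of the array files), with the sequence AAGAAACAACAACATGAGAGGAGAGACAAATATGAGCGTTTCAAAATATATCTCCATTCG. Its log2 ratio to adult liver was -2.68 ± 0.0761 (SD, n = 3) at E14.5 and -1.26 ± 0.155 (SD, n = 3) at E18.5, a log2 fold change of 1.42 (standard error 0.105, limma adjusted p = 6.6e-07). The log2 ratio of this probe was -1.14 at P5 and -1.23 at P56, so the P56 arrays also lay below the adult reference. A dimmer Rxra probe, from 27767107 to 27767166, differed by -0.02 between E14.5 and E18.5, and the mean over both probes differed by 0.70. Ctnnb1, which encodes β-catenin, had a log2 fold change of -0.04 (limma adjusted p = 0.84), and Btrc one of -0.08 (limma adjusted p = 0.60).
The largest changes in the RXR-α list were those of Fbp1, with a log2 fold change of 6.54, Abcb11 with 4.60, Acsl1 with 4.29, Sult1a1 with 4.22 and Pon1 with 4.07. The 2 dimmer probes of Acsl1 rose by 2.90 and 2.57, so its place in this ranking rests on the brightest probe. In the Wnt list, Psmd14 fell by 1.23 on the log2 scale, Psma7 by 1.01 and Psmd7 by 1.00, where 1 of the 3 Psmd7 probes, a dim one, differed by 0.20 in the other direction. Psme1 rose by 1.17, Psmb8 by 0.94 and Ppp2r5a by 0.92, against the direction of the list. From the opposite movement of the 2 lists in its clustering (Fig. 3A) and in an independent dataset (S3 Fig.), the paper concludes that the activity of both pathways shifts between E16 and E18.5.

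**Figure D1:**
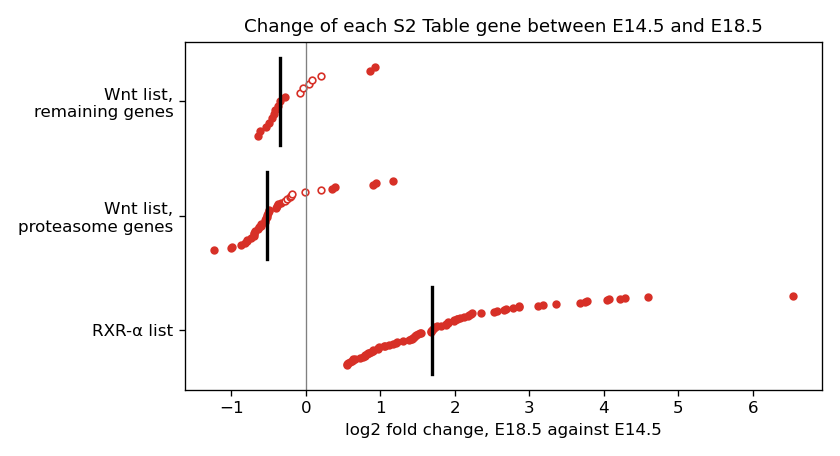
Log2 fold change of each measured S2 Table gene at E18.5 against E14.5, with genes ordered by their change within each row. Filled points have a limma adjusted p under 0.05, open points do not, and the black bar is the median, which is 1.69 for the RXR-α list, -0.52 for the proteasome genes and -0.35 for the remaining Wnt genes.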

The pattern established by E18.5 was maintained during later stages (Fig. 3A). 

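The median log2 fold change of the RXR-α list was 0.10 at P5 and 0.18 at P56 against E18.5, and that of the Wnt list was -0.04 at P5 and -0.05 at P56. By limma's camera test with the preset correlation, the RXR-α list differed from E18.5 with p = 0.040 at P5 and p = 0.0495 at P56 before adjustment over the 4 sets, and with an adjusted p = 0.16 and an adjusted p = 0.20 after it. Neither passed with the correlation estimated from the data, and with fry only P56 did (adjusted p = 0.0034). Leaving out single arrays moved the unadjusted camera p to at most 0.11 at P5, without replicate 1 of E18.5, and 0.13 at P56, without replicate 1 of P56. When each array was centred on its median, the RXR-α median at P56 was -0.26 and the Wnt median -0.60 while the median of all genes was -0.42. The Wnt median with this centring was -0.51 between E14.5 and E18.5, where that of all genes was 0.02. The Wnt list was not called at P5 (camera, adjusted p = 0.48) or at P56 (camera, adjusted p = 0.81). No scan held arrays of E18.5 together with P5 or P56, so an effect of the scan on these comparisons cannot be separated from the stage. Single genes moved in both directions. At P56, 33 RXR-α genes were higher and 24 lower than at E18.5, and 16 Wnt genes were higher and 24 lower. At P5, 19 RXR-α genes were higher and 8 lower, and 1 Wnt gene was higher and 2 lower. Against E14.5, the median of the RXR-α list was 1.78 at P5 and 2.02 at P56, and that of the Wnt list was -0.47 and -0.43. The RXR-α score was 0.52 ± 0.0469 (SD, n = 2) at P5 and 0.51 ± 0.0882 (SD, n = 3) at P56, and the Wnt score was -0.29 ± 0.0551 (SD, n = 2) at P5 and -0.28 ± 0.129 (SD, n = 3) at P56. These scores differed from those of E18.5 by less than the groups' separation from E14.5, and the exact permutation test gave a two-sided p of 0.30 at P5 and 0.40 at P56 for the RXR-α list, and 0.90 and 0.70 for the Wnt list, where the smallest p possible is 0.10. The score of the 17 Wnt genes outside the proteasome differed by -0.60 between E18.5 and P56 and by -0.56 between E14.5 and E18.5 (exact permutation p = 0.10 each).

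**Figure D2:**
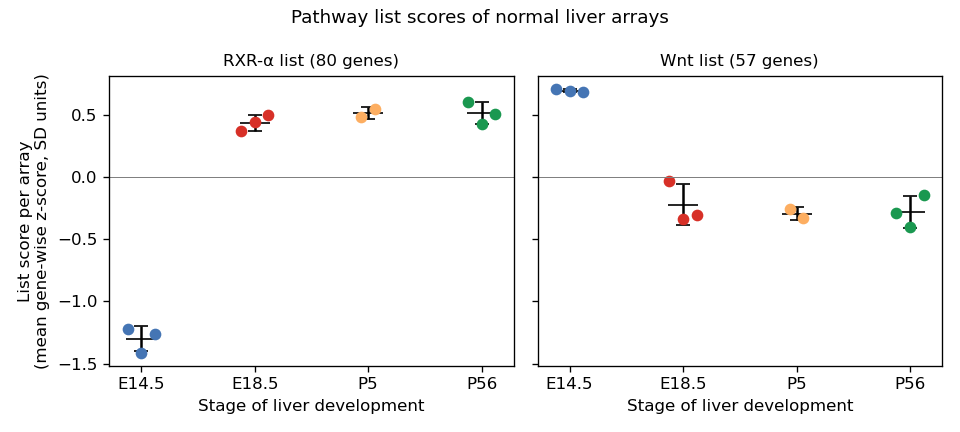
List score of each array, the mean gene-wise z-score over the RXR-α genes (left) and the Wnt genes (right), by stage. Points are arrays, and the bars show the mean and SD of each stage. The 3 arrays of E14.5 lie below all others for the RXR-α list and above all others for the Wnt list.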

In an independent transcriptome dataset covering several different stages of liver development, there was a similar shift involving both Wnt and RXR-α pathway transcriptional targets occurring between E16 and birth (S3 Fig.). Together, these results demonstrate that a major shift in the activity of both the Wnt and the RXR-α pathways occurs between E16 and E18.5.

**Fig 3:**
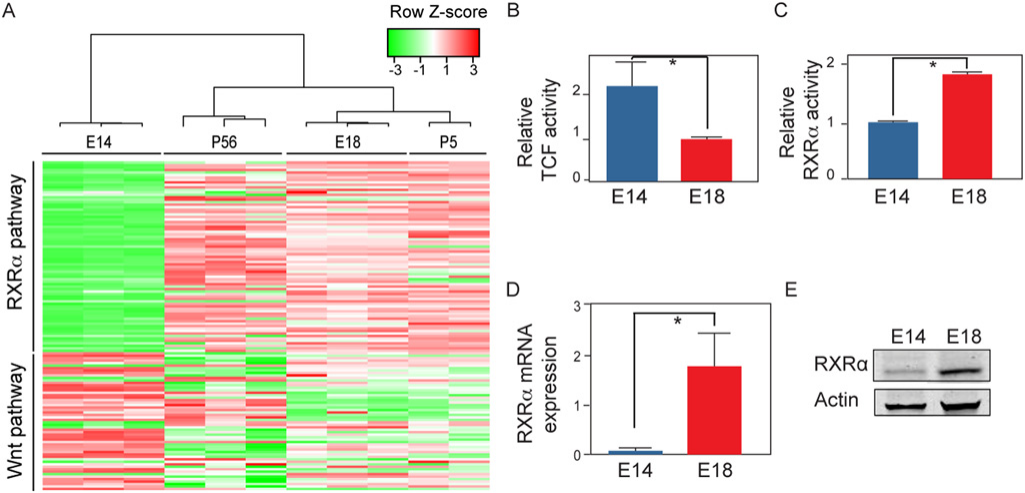
Gene expression and biochemical changes in RXR-α and Wnt pathways during liver development. (A) Clustering of RXR-α and Wnt pathway gene expression profiles of normal mouse liver samples taken from four different periods of development. (B) Reporter assays for Wnt and RXR pathways comparing hepatoblasts (E14) to immature hepatocytes (E18). Both TCF (p = 0.016) and (C) RXR-α activities (p = 0.021) were significantly different (D) RNA and (E) protein expression of RXR-α in hepatoblasts compared to immature hepatocytes.

To confirm these findings, we used transcriptional-reporter assays and found that there was a 2-fold down-regulation of Wnt signaling in E18.5 immature hepatocytes relative to E14.5 hepatoblasts (Fig. 3B), concurrent with a near 2-fold reduction in RXR-α signaling (Fig. 3C). We also determined that there was a major increase in the levels of RXR-α mRNA and protein during the transition from hepatoblasts to immature hepatocytes (Fig. 3D and 3E).

### Combined Wnt and RXR-α gene signature classifies human HCC into two subtypes

We then used the combined Wnt and RXR-α pathway gene signature to analyze human HCC. Unsupervised clustering with this signature using the Boyault et al. dataset [12] revealed two major classes, one that exhibited higher expression of Wnt transcriptional targets and lower expression of RXR-α transcriptional targets (Wnt high, RXR-α low), and the opposing group (Wnt low, RXR-α high) (Fig. 4), similar to the classification we observed with the signature in mouse HCC (S2 Fig.). Additionally, the clusters identified by the combined Wnt and RXR-α pathway gene signature overlapped significantly with the two major clusters formed by analysis of the entire transcriptome (Fig. 4). Quantification of a 65 gene-based risk score classifier that predicts overall survival in hepatocellular carcinoma[24] revealed that the Wnt high, RXR-α low group has much lower predicted rate of survival than the Wnt low, RXR-α high group (Fig. 4). Analogous to what we observed in mouse HCC, the classification of human HCC based on the combined Wnt and RXR-α pathway gene signature was highly reflective of the two major groups found by hierarchical clustering based on the entire transcriptome (Fig. 4).

**Fig 4:**
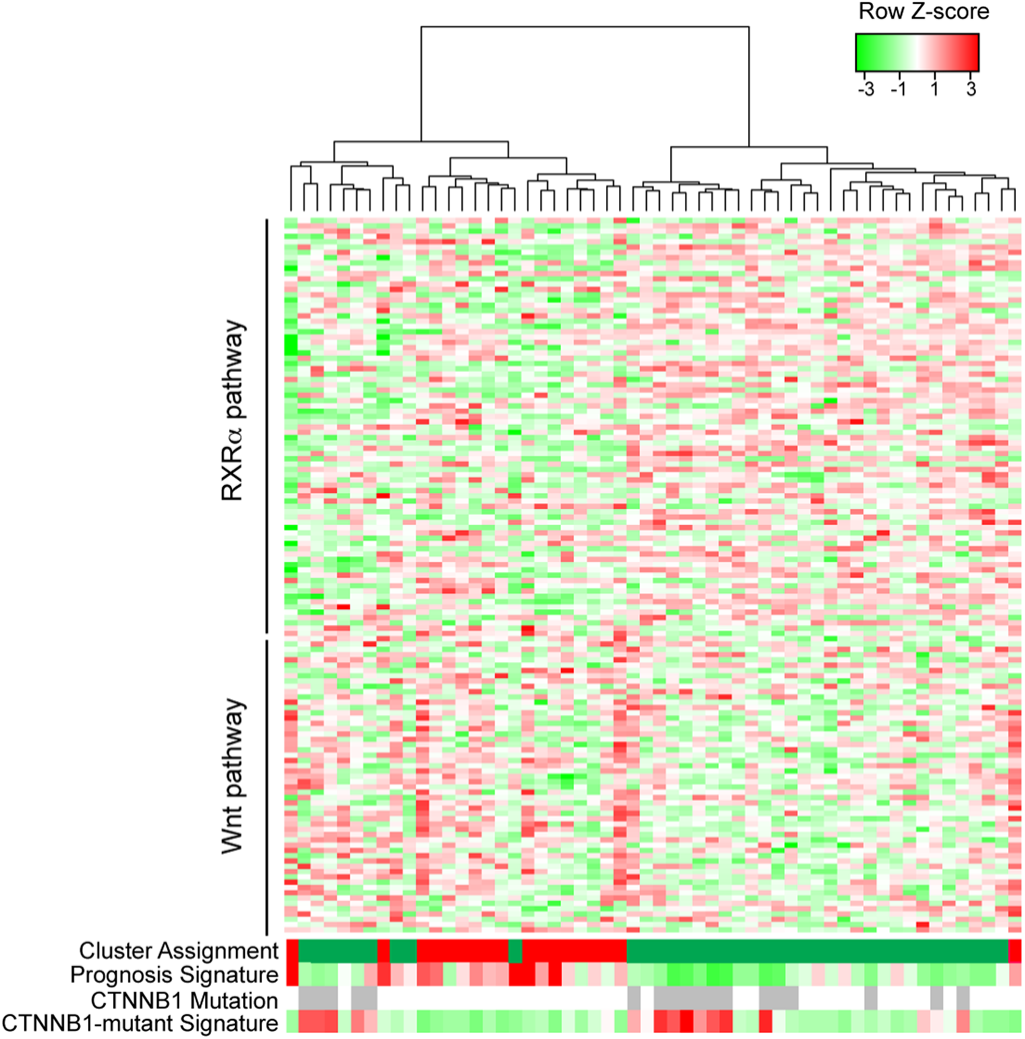
Classification of human HCC based on expression of RXR-α and Wnt pathway genes. HCC samples in the Boyault dataset[12] were clustered based on expression of 138 RXR-α and Wnt pathway genes. Beneath the heatmap are four rows, showing for each HCC sample (1) cluster assignment to the two major groups found by unsupervised clustering of all genes (2) relative prognosis based on the 65-gene signature of Kim et al.[24], ranging from red = poor, white = neutral, green = good; (3) grey bars indicate activating mutation in *CTNNB1*; (4) average expression of the 5 genes known to be overexpressed in *CTNNB1*-mutant HCC cells; red = expression, green = less expression of the 5-gene signature associated with *CTNNB1* mutation[12].

Seemingly paradoxical but similar to the study of Hoshida et al. [14], we observed less *CTNNB1* mutations in the group associated with Wnt pathway activation than we did with the group associated with lower Wnt pathway activation (Fig. 4). However, there is a high degree of cell-context dependency in the transcriptional targets of β-catenin activation [25] and as would be expected, *CTNNB1*-mutant HCC showed a strong tendency to overexpress the five genes previously found to be selectively overexpressed in *CTNNB1*-mutant HCC (Fig. 4) [26–28]. The discrepancy between this 5-gene signature and the Wnt pathway signature is addressed in the discussion.

The combined Wnt and RXR-α pathway gene signature also classified human HCC expression profiles in two other datasets into two basic groups (Wnt high, RXR-α low and Wnt low, RXR-α high) that reflected both prognosis and the grouping based on whole transcriptome analysis. This included the Wurmbach et al. dataset[25] of HCC and non-malignant liver samples (S4 Fig.) and the Kim et al. dataset[24] (S5 Fig.). Thus the combined Wnt and RXR-α pathway gene signature performs consistently across three distinct human HCC datasets: it defines two major clusters that correspond closely to the two major clusters formed by considering the entire transcriptome, and it also corresponds closely to the poor prognosis signature generated by Kim et al. [24].

### Modulating RXR-α activity alters β-catenin signaling and affects tumorigenicity

We then tested whether reducing hepatocyte RXR-α levels affected either Wnt signaling or tumorigenicity. We screened for two independent shRNAs that were both effective at reducing the level of RXR-α protein in hepatocytes (Fig. 5A). Both of these shRNAs increased Wnt activity (Fig. 5B) and elevated β-catenin levels (Fig. 5C). Additionally, these shRNAs induced *Myc/p53^-/-^* hepatocytes to form large tumors when injected subcutaneously (Fig. 5D) and led to rapid liver cancer formation *in situ* (Fig. 5E). Histological examination of the tumors formed *in situ* revealed that they were composed of a population of proliferative, undifferentiated cells that resembled human HCC (Fig. 5F).

**Fig 5:**
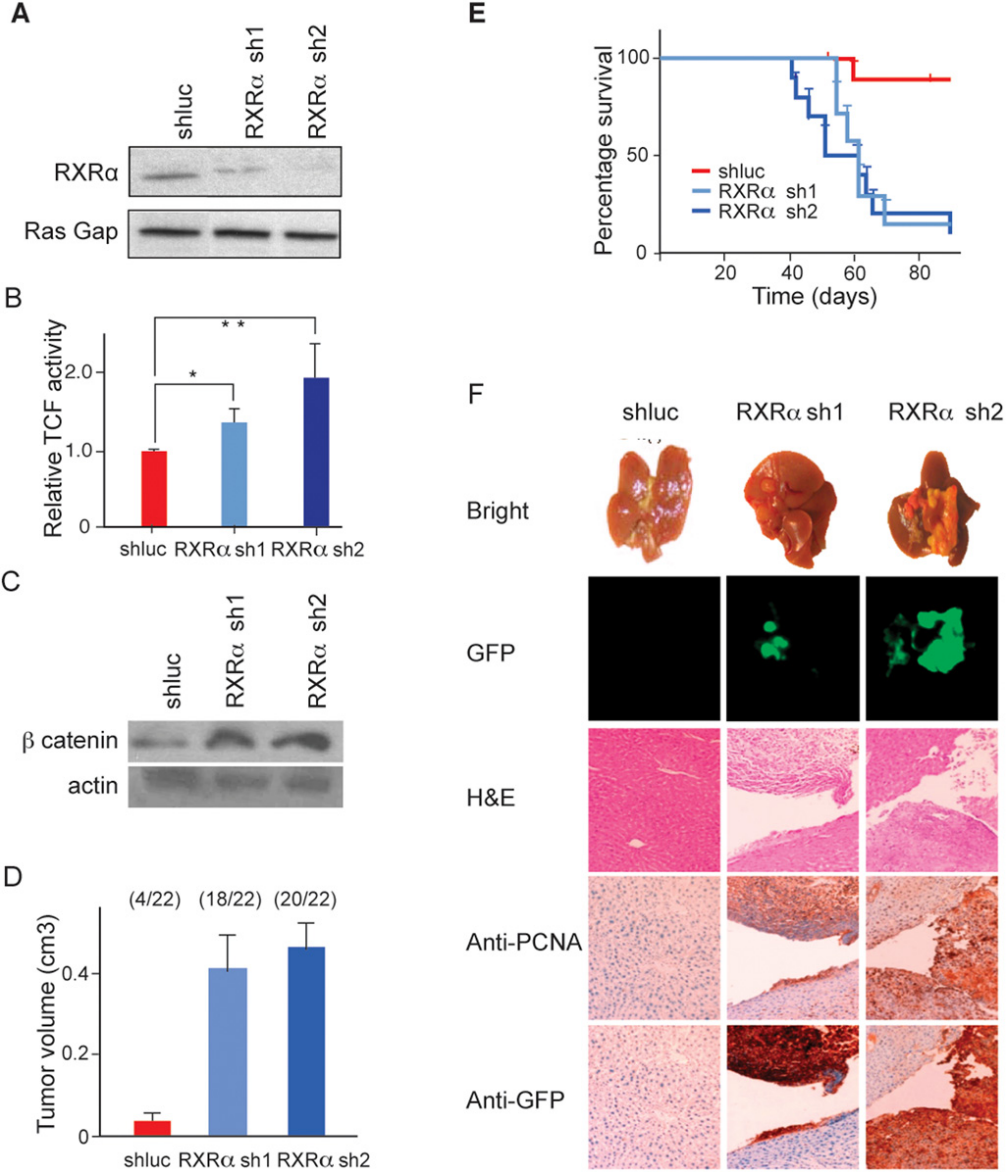
Effects of lowering RXR-α protein levels in hepatocytes on Wnt signaling and tumorigenicity. (A) Validation of two independent shRNAs for their ability to lower RXR-α protein levels in hepatoctyes as determined by immunoblotting using Ras Gap protein expression as a loading control and shRNA directed against luciferase as a vector control. B) Tumor growth following subcutaneous injection in nude mice of MYC/p53^-/-^; E18 hepatocytes infected with either shluc (red column), RXRA sh1 (purple column), or RXRA sh2 (blue column). Error bars indicate standard deviations. Tumor incidence is noted above columns for each condition. **C**) Survival curves of nude mice after intrasplenic injections of *MYC/p53^-/-^*; E18 hepatocytes transfected with either shluc (red line), or RXRA sh1 (purple line), or RXRA sh2 (line), n = 10 injections. D) Images of livers taken from mice following transplantation of *MYC/p53^-/-^* E18 hepatocytes transfected with shluc, RXRA sh1, or RXRA sh2. The five panels are from left to right, intact livers, GFP-imaging of livers, hematoxylin and eosin staining of liver tissue sections, PCNA immunohistochemical staining, GFP immunohistochemical staining. Size bar = 200 μm.

We then looked at the effect of stimulating RXR-α with its ligand 9-cis retinoic acid. To determine stimulating RXR-α might suppress Wnt signaling, we tested the effects of 9-cis retinoic acid on a Wnt-pathway transcriptional reporter in the hepatocyte-like cell line Huh7. Wnt activation was reduced approximately 50% with 1 μM 9-cis retinoic acid and reduced 80% at higher dosage (Fig. 6A). These levels of 9-cis retinoic acid also reduced β-catenin protein levels (Fig. 6B). Expression of mutationally activated *CTNNB1* significantly reduced the ability of 9-cis retinoic acid to suppress clonogenic growth (Fig. 6C).

**Fig 6:**
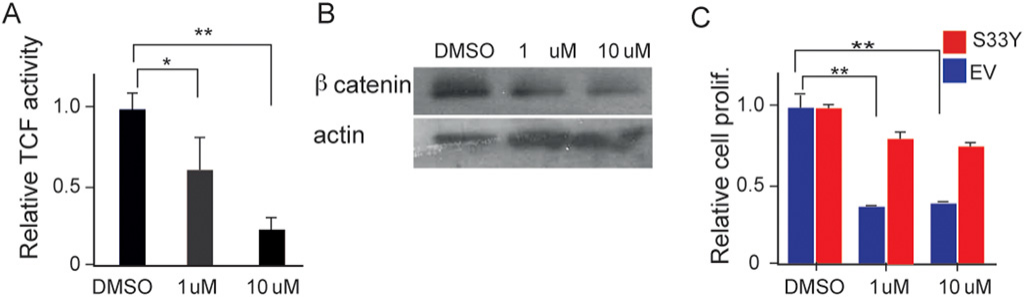
9-cis retinoic acid activation of RXR-α suppresses β-catenin signaling. (A) Effect of 9-cis retinoic acid on Wnt signaling activity in Huh-7 and HLE cell lines as measured using a TCF transcriptional reporter. Labeling as in Panel B. (* = p < 0.05; ** = p < 0.001). (B) Effect of 9-cis retinoic acid on β-catenin protein levels in Huh-7 cells. (C) Effect of 9-cis retinoic acid on clonogenic growth of Huh-7 cells transfected with either mutationally activated *CTNNB1* (S33Y; red column) or empty vector (blue column) ((p = 0.0037 and 0.0041). In all panels, error bars indicate standard deviations.

## Discussion

Despite years of genomic studies aimed at molecular classification of human HCC, there is still concern about lack of overlap between different studies[29]. A computationally oriented approach to resolve discrepancies provided a meta-analysis of several studies with the conclusion that there were three basic subgroups [14]. Here we took a biologically-oriented approach based on mouse models of HCC and normal liver development that instead indicates two basic subtypes of both mouse and human HCC that correspond to either a hepatoblast or hepatocyte differentiated state, corroborating earlier findings of Thorgeirsson’s group [16,30]. Moreover, we found that in mouse models of HCC that the cell-of-origin plays the dominant role in overall transcriptional patterns irrespective of the initiating oncogene. This sheds light on why it has been difficult to consistently explain the heterogeneity of human HCC based on the underlying genetic alterations [29].

We found that expression of RXR-α and Wnt pathway genes are key features of the transcriptional changes that distinguish the two subtypes of mouse model and human HCC. Both of these pathways play key roles in hepatocyte development. Deletion of β-catenin in mouse hepatoblasts prevents their maturation, expansion, and survival [21]. Similarly, deletion of RXR-α has been shown to dramatically delay liver differentiation [22]. In our study we found an inverse relationship between Wnt and RXR-α pathway transcription, with a major reduction in Wnt target genes coincident with a major increase is RXR-α target genes occurring between E16 and E18.5, a developmental period where the majority of hepatoblasts acquire an epithelial morphology and become arranged into epithelial sheets [31].

Hepatocellular carcinomas that have de-differentiated into hepatoblasts appear to have intrinsically higher Wnt signaling. The relatively low Wnt signaling activity of hepatocytes may form a tumor suppressor barrier, providing the selective pressure underlying the high frequency of activating *CTNNB1* mutations in this subtype. In previous studies where mutational activation of *CTNNB1* was found to be associated with Wnt pathway activation [12,13] the genes used to define Wnt pathway activation were genes that had been specifically found to be upregulated in *CTNNB1*-mutant HCCs, rather than standard Wnt signaling genes used in our study (e.g. *BTRC*, [32]. There can be considerable tissue-specificity and temporal-restrictiveness in the transcriptional targets of Wnt pathway activation and it is very likely that a significant proportion of Wnt signaling target genes differ depending on the differentiated state of the hepatocytes [33].

In this study we showed that RXR-α has tumor suppressive function in hepatocytes and that reducing its expression increases β-catenin levels and signaling, whereas increasing RXR-α function by ligand activation lowered β-catenin levels and signaling. These findings are in agreement with a previous study using other cancer cell types where ligand activation of RXR-α was shown to enhance degradation of β-catenin independently of the APC-proteasomal degradation pathway [34]. However, RXR-α does not appear to be a frequent target for genetic or epigenetic inactivation in HCC [35], which may reflect a requirement of residual level of its function for tumor maintenance. In our study, shRNA-mediated suppression of RXR-α reduced but did not eliminate the protein.

## Methods

### Ethics

This study was approved by Cold Spring Harbor Laboratory’s Institutional Animal Care and Use Committee (IACUC). The Cold Spring Harbor Laboratory animal facilities are fully accredited by the American Association for Accreditation of Laboratory Animal Care. Animals are maintained in accordance with the applicable portions of the Animal Welfare Act and the DHHS “Guide for the Care and Use of Laboratory Animals”. All mice were monitored closely for pain and suffering as a result of tumor burden and sacrificed prior to or immediately upon observation of discomfort. Specific criteria for euthanasia was as follows: 1) further observation is no longer necessary for the purposes of the study (i.e. tumors have appeared and grown large enough for isolation of DNA or cells) OR 2) upon observation of substantial weight loss, abnormalities with movement or breathing, excessive lethargy or tremors, or upon the advice of the facility veterinarian. Upon a decision to sacrifice, tumor tissue was recovered from the animal for genetic and histological analysis. Mice were euthanised by carbon dioxide asphyxiation as recommended by the 2000 Report of the AVMA Panel on Euthanasia, JAVMA, vol. 218, No. 5, March 1, 2001.

### Cell line

HCC cell line Huh-7 was obtained from ATCC and grown in RPMI medium with 10% FBS and 1% Pen-Strep.

### Statistical analysis

All experiments with animals or cell lines were done in triplicate or quadruplicate. Student’s t-test was used to access significance of differences in two populations and error bars indicate the standard error of the means.

### Genomic analysis

Total RNA from whole livers taken at different developmental timepoints (embryonic day 14, embryonic day 18, post-natal day 5 and post-natal day 56) along with hepatoblasts isolated from E14 livers and immature hepatocytes isolated from E18 livers was extracted and purified using the Qiagen RNeasy Mini Kit. RNA purity and integrity were assayed by the Bioanalyser 2100 (Agilent Technologies). For each sample, 2 μg of total RNA was reverse transcribed and amplified by using an RNA amplification kit from Ambion. Fifteen micrograms of amplified RNA were labeled by direct chemical coupling to the Cy5 NHS ester (Amersham Biosciences). Normal adult mouse liver (Agilent) was used as control and Cy3 labeled. Labeled RNAs were purified, fragmented, and used as probes to hybridize microarrays. Gene expression profiling was done with the 4x44k mouse Agilent platform. Expression profiling of the 23 human HCC samples was previously described^21^.

### Computational analysis

Microarray data for normal liver samples used in this study was normalized and analyzed with limma R package. Gene expression datasets from different platforms were combined after scaling by setting the mean to zero and the Standard deviation to 1. Significance Analysis of Microarrays (SAM) was used to identify differentially expressed genes between the two clusters shown in Fig. 2. Pathway analysis of differentially expressed genes was performed using Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA) and GSEA. GSEA analysis was performed using software downloaded from Broad Institute ((www.broadinstitute.org/gsea/<http://www.broadinstitute.org/gsea/>). RXR-α pathway genes were obtained from Ingenuity Gene Sets, and Wnt pathway genes were obtained from Reactome (www.reactome.org<http://www.reactome.org/>). Clustering and heatmaps were performed using the R software.

### Cloning

RXRα shRNA constructs in polIII-promoter based pSM2c vectors were obtained from Open Biosystems (Huntsville, AL). shRNA inserts were subcloned using EcoRI and XhoI restriction sites into the *mir30*-cassette of the polII-promoter based expression vector (MSCV)-LTRmiR30-puro^22^. The mouse RXRα gene (kindly obtained from Dr. Chambon, IGBMC) was subcloned from the pSG5 vector into the pcDNA3.1 vector using EcoRI. It was then partially digested with BamHI and subsequently cut with XhoI to be cloned into the pMSCV-hygro vector (Clontech, Palo Alto, CA). Human RXRα cDNA was PCR amplified from the pBABE-hygro human RXRα (plasmid 11440 from Addgene) using primers with engineered BglII and XhoI restriction site sequences. The product was then cloned into the BglII and XhoI sites of the MSCV-hygro vector. MSCV-murine-Myc-IRES-GFP vector was kindly obtained from Dr. Scott Lowe’s laboratory. Bing packaging cells were plated on 60 mm dishes prior to being transfected with 2μg of helper plasmid and 4μg of target DNA (cloned into an MSCV vector) using the calcium phosphate method (E1200, Promega). After 48 hours, cells were infected using filtered viral supernatant supplemented with 8 μg/ml polybrene. The infection procedure was repeated three times every 8 hours. 24 hours after the latest infection, infected cells were selected using puromycin or hygromycin at 3 μg/ml and 500μg/ml respectively.

Liver hepatoblast/hepatocyte isolation and immortalization

Day 14 and 18 liver embryos of C57BL/6 mice were harvested and cultivated modified from a protocol described previously^12^. Briefly, after dispase treatment for 30 minutes at 37°C, filtered cells were E-Cadherin immunopurified (Calbiochem, 205603) using the MACS technology (Miltenyi Biotec). Collected cells were plated on gelatin-coated plates with gamma-irradiated NIH3T3 feeder layer cells in serum free HGM medium^23^. To immortalize p53^-/-^ harvested hepatoblasts, kindly obtained from Dr. Lowe, cells were retrovirally infected with mouse Myc using pMSCV-GFP-Myc plasmid. We used the same infection protocol as above and the virus was collected in serum free HGM medium. Serum was added to the plate the day before the cells needed to be split. Once the cells were immortalized, they were cultivated in 10% serum DMEM.

### Experimental animals

Manipulated cells were injected subcutaneously or into the spleen. Nude mice were gamma irradiated (400 rad) the day before injections. To generate subcutaneous tumors, we used 5 weeks old female nude mice and injected 10^6^ cells (unless otherwise noted in the figure legend) resuspended in 200 μl MEM. Tumor volume (cm^3^) was calculated as 0.52 x length x width^2^. Intrasplenic injections were done modifying a previously described method using 10-week-old female mice. Briefly, C57BL/6 mice received 2 doses of retrorsine 70 mg/kg i.p. before injection[36]. To avoid cell leakage into the mouse body, lower pole of the spleen was taking outside of the peritoneum to inject 2x10^6^ cells (unless otherwise noted in the figure legend) resuspended in 100 μl MEM medium. After injection, the lower pole of the spleen was tightly ligated with a 4–0 vicryl ligation. C57BL/6 mice received 3 doses of 0.5 ml/kg i.p. CCl4 every 5 days after transplantation. Intrasplenic injected nude mice were neither treated with retrorsine or CCl4. Tumor progression was monitored using whole body palpation and GFP imaging.

Colony formation assay

1000 cells were plated in triplicate on 6-well plates. Medium was changed every 3 days. After 3 weeks culture, cells were methanol fixed and stained with 0.5% crystal violet. After pictures were taken, crystal violet was dissolved with 0.1% SDS over night. Dissolved crystal violet staining was read at 595 nm using the Victor 3 machine (Perkin Elmer).

Immunoblotting

Immunoblotting was carried out using antibodies against RXRα (4RX3A2 kindly obtained from Dr Rochette-Egly, IGBMC 1:500 dilution ^25^), KRT18 (abcam ab32118, 1:10 000 dilution), KRT8 (abcam ab59400, 1:1000 dilution) and actin (abcam ab1801, 1:1000 dilution) or Ras Gap (BD Bioscience 610040, 1:1000dilution) as loading control. Briefly, proteins were separated by electrophoresis in SDS-polyacrylamide gel (10% acrylamide) and transferred to nitrocellulose electrophoretically at 110 V for 1 h 30 min. The nitrocellulose sheets were first blocked at room temperature for 1 hour in TBS containing 0.1% Tween and 5% nonfat dry milk. They were then sequentially incubated in primary and secondary antibodies diluted in blocking buffer. We used the LI-COR Odyssey infrared image system to visualize and quantify protein expression.

Immunohistochemistry

Fresh tissues were fixed in 10% formalin and paraffin embedded. Hematoxylin and eosin (H&E) sections were stained according to standard protocols. Immunohistochemistry was carried out using antibodies directed against PCNA (Abcam, 1:4000 dilution) and GFP (1:800 dilution). To block endogeneous peroxidase, 150 μm sections were treated with TBS containing 3% H_2_O_2_ for 15 min. After washing with TBS, antigen was retrieved in 0.1 M sodium citrate, for 5 min in microware, 40% power. DNase I treatment at 5 U/ml was used to enhance detection of nuclear proteins. Sections were treated with blocking buffer (TBS + 0.5% Tween20 + 1% BSA + 5% serum) for 1 h at room temperature and then incubated with primary antibodies diluted in blocking buffer overnight at 4°C. Binding of the antibodies was detected using biotin-conjugated anti-mouse or rabbit IgG diluted in blocking buffer and HRP-conjugated avidin diluted in TBS (Vectastain ABC kit, Vector) for 1 h and for 45 min respectively. Color development was achieved by treatment with the chromogen DAB (Vector Laboratories, Redwood City, CA) and was carried out for 5–10 min under a microscope. The slides were rinsed in tap water, counter-stained with hematoxylin.

## Supporting Information

S1 Fig Unsupervised clustering of RNA expression of normal and tumor mouse liver samples. The mouse tumors that originate from hepatoblasts[17,18] segregate with normal fetal liver isolated from E14.5, a developmental time at which livers are mostly hepatoblasts. The mouse tumors that originate from hepatocytes[19] segregate with post-natal liver samples as well as fetal liver isolated from E18.5, after the point at which hepatoblasts have differentiated into immature hepatocytes. See S3 Table for sample details.
(TIF) Click here for additional data file.

S2 Fig Clustering of normal and tumor mouse liver samples based on expression of RXR-α and Wnt pathway genes. The mouse tumors that originate from hepatoblasts[17,18] segregate with normal fetal liver isolated from E14.5, a developmental time at which livers are mostly hepatoblasts. The mouse tumors that originate from hepatocytes[19] segregate with post-natal liver samples as well as fetal liver isolated from E18.5, after the point at which hepatoblasts have differentiated into immature hepatocytes. See S3 Table for sample details.
(TIF) Click here for additional data file.

S3 Fig Clustering of normal fetal liver samples and normal adult liver samples based on expression of RXR-α and Wnt pathway genes. The fetal liver samples were taken from several different periods of embryonic development (E), and the adult liver samples were taken at various time points after partial hepatecomy (PH) [31].
(TIFF) Click here for additional data file.

S4 Fig Classification of human HCC based on expression of RXR-α and Wnt pathway genes. HCC and non-malignant liver samples in the Wurmbach et al. dataset[25] were clustered based on expression of 138 RXR-α and Wnt pathway genes. Beneath the heatmap are three rows, showing for each sample (1) the one of two major clusters it belonged to following unsupervised clustering based on all genes; (2) relative prognosis based on the 65-gene signature of Kim et al., red = poor, green = good, white = neutral; (3) *CTNNB1*-mutation signature status, red = expression, green = less expression of the 5-gene signature associated with *CTNNB1* mutation[12].
(TIF) Click here for additional data file.

S5 Fig Classification of human HCC based on expression of RXR-α and Wnt pathway genes. HCC samples in the Kim et al. dataset[24] were clustered based on expression of 138 RXR-α and Wnt pathway genes. Beneath the heatmap are three rows, showing for each HCC sample (1) the one of two major clusters it belonged to following unsupervised clustering based on all genes; (2) relative prognosis based on the 65-gene signature of Kim et al.[24], red = poor, green = good, white = neutral; (3) *CTNNB1*-mutation signature status, red = expression, green = less expression of the 5-gene signature associated with *CTNNB1* mutation[12].
(TIF) Click here for additional data file.

S1 Table Focal amplicons observed in transpantable hepatoblast-derived tumors. (XLSX) Click here for additional data file.

S2 Table List of genes in the RXR- α and Wnt- pathways (XLSX) Click here for additional data file.

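S2 Table pairs each human gene symbol with its pathway, 80 genes with RXR-α and 58 with Wnt, which gives the 138 genes of the combined signature. The mouse arrays were read through the mouse gene of the same name. The Wnt entries beginning with PSM, which encode proteasome subunits and regulators, number 41 of the list.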

S3 Table List of mouse tumors and normal liver samples used for gene expression analysis (XLSX) Click here for additional data file.

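S3 Table lists the tumors and the normal livers behind the clustering, with a short description of each and the study it came from. Of the normal livers, those marked as coming from this study match the stages and replicate numbers of the arrays analysed here.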

How the deposited data were processed for this re-analysis (not part of the article)

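Normal mouse liver at E14.5, E18.5, P5 and P56 was measured on 11 Agilent 4x44k arrays with 2 colours, in 3, 3, 2 and 3 replicates. Liver RNA was labeled with Cy5 and a common reference, commercial RNA of normal adult mouse liver, with Cy3. The labels name whole liver as the source and also give a cell type. The methods also speak of hepatoblasts and immature hepatocytes isolated from fetal livers. These records do not settle whether an embryonic array holds isolated cells. Samples were mapped by their labels and S3 Table, and the embryonic days follow the results text.

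The authors deposited the intensity of each spot in both channels from Feature Extraction 9.5.1.1, with local background and quality marks and with no normalization between arrays. The authors also deposited a table of lowess-normalized log2 ratios of test over control, averaged per gene, which holds 28050 genes and was used as an alternative only. The scanner software also wrote log10 ratios of Cy5 over Cy3 into the authors' deposited files, made from its background-corrected and dye-normalized signals. No result here rests on these ratios, and the software's processed signals were used as an alternative only. Each column of the authors' table was set against the loess-normalized log2 ratios of its array, averaged over the probes of a gene, and Pearson's r across the 16704 genes was 0.815 to 0.932. The columns of E14.5 replicate 1 and P5 replicate 3 correlated slightly more with another replicate of their stage.

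From the intensities, mean spot signals and median local background were corrected by normexp with an offset of 50, and log ratios were normalized by loess within each array, with no step between arrays. Control spots and spots marked as non-uniform or population outliers were left out, and spots of 1 probe were averaged. A probe was kept when it was well above background in Cy5 on all arrays of at least 1 stage, and the probe with the highest mean brightness stood for each gene. A gene could lack a value on at most 1 array per stage. This rule on missing values was set after the results of a stricter rule, a value on every array, had been seen. The stricter rule tested 16552 genes and lost bright genes, since the spots left out were mostly bright, and it is reported as an added alternative. Of the 16704 genes tested, 263 had a missing value. Single genes were fitted with the value missing, while set tests, scores and clustering used the mean of the stage's other arrays in its place.

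Gene names are those of the array design. Accessions of 11733 tested genes were found in the RefSeq table of assembly GRCm38.p6, which gives 2655 of them another symbol, and that table was used for names only. Coordinates are those of the array files, on mm7.

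Genes were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3 over all 11 arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists were tested as sets with camera and a preset correlation of 0.01, with adjustment over the 4 sets of S2 Table or over the 11 other lists in each comparison. The adjustment over the 4 sets was added after the results had been seen. List scores were compared by exact permutation tests. Arrays were clustered on gene-wise z-scores with Euclidean distance and complete linkage. The genes named in the text are Rxra, Ctnnb1 and Btrc. In each list of S2 Table they also include the 5 largest changes among genes past the threshold whose E14.5 and E18.5 arrays did not overlap, and up to 3 genes that changed against the list. Over all genes the 5 largest rises and the 5 largest falls were taken by the same conditions. Besides the lists of S2 Table, 11 lists were written before the data were examined. They hold general and liver Wnt targets, erythroid, other haematopoietic, macrophage, endothelial, stellate and fibroblast, biliary, cell cycle, mature hepatocyte and hepatoblast genes, and none of them holds a gene of S2 Table.

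The fit was tested on simulated data with the spread of the real arrays, where 200 of 16704 genes were changed. For E18.5 against E14.5, 34.5% of genes changed by 0.5 on the log2 scale were recovered, and 89% of those changed by 1. For P5 against E18.5 these shares were 12% and 80.5%. Far more genes were called in the real comparisons, so these shares do not carry over to them. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

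Alternatives were other background corrections and normalizations, the Cy5 channel alone, other filters and probe choices, the authors' table, the replicate number or the scan as a block, each array left out, the methods' t-test, other set tests and other clusterings. Tumor arrays and human samples were not analysed here.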

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

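The exact permutation tests of the list scores and the tests of the scan and of the sample preparation were chosen after the other results in this part had been seen, and the other tests were not. The paper does not report on genes of cell types outside S2 Table in the normal livers. Of 11 lists of such genes, 5 passed an adjusted p of 0.05 between E14.5 and E18.5 (camera in limma, Benjamini-Hochberg over the 11 lists), which is a signal in genes outside those the paper discusses, although its clustering and pathway analysis covered all genes. No list shares a gene with S2 Table, and each gene tested was well above background in liver on all arrays of at least 1 stage.

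The 19 mature hepatocyte genes had a median log2 fold change of 1.93 (adjusted p = 4.0e-09), and 16 of them were higher at E18.5. The median lay between 1.60 and 2.39 over the alternatives. The 6 hepatoblast genes had a median of 0.80 (adjusted p = 0.011), and 4 of them were higher, with a range of 0.64 to 1.48 over the alternatives. With the correlation estimated from the data, both lists passed 0.05 before adjustment, at p = 0.043 and p = 0.033, but not after it (adjusted p = 0.24 for each).

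All 11 macrophage genes were higher at E18.5, with a median log2 fold change of 1.29 (adjusted p = 5.7e-06) and a range of 1.03 to 1.62 over the alternatives. The 10 endothelial genes had a median of 0.95 (adjusted p = 0.00042), 8 of them were higher, and the range was 0.71 to 1.03. With the correlation estimated from the data, neither list passed 0.05 before adjustment (p = 0.12 and p = 0.071) or after it (adjusted p = 0.26 for each).

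The 22 cell cycle genes had a median log2 fold change of -0.36 (adjusted p = 0.025), with 5 of them called lower at E18.5, 1 called higher and 16 not called, and 20 below 0 in fold change. The range over the alternatives was -0.79 to -0.23. The list did not pass 0.05 with the stricter filter on dim probes (p = 0.055), with fry (p = 0.072) or with the correlation estimated from the data (p = 0.46). Mki67 went the other way, with a log2 fold change of 0.59 (limma adjusted p = 0.023), and was singled out after its value was seen.

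Each of the 5 lists kept its direction under each normalization run. With the scan as a fixed block, which kept 64.9% of the calls over all genes, each list also kept its side of 0.05 before adjustment. The medians were then 1.66 for mature hepatocyte, 0.70 for hepatoblast, 1.03 for macrophage, 0.94 for endothelial and -0.235 for cell cycle genes, while single E14.5 arrays differed from their mean by at most 0.21 over the macrophage genes and 0.052 over the cell cycle genes. This argues against the scan as the whole cause, as far as a fit that rests on the single E18.5 array of scan 1 can show it. A smaller share of erythroid cells alone would raise the genes of all other cell types alike. Against this, the median of the stellate and fibroblast genes lay below that of the macrophage genes by a difference of -1.42 on the log2 scale, and by -1.81 to -1.22 over the alternatives. Among 10 splits of the 6 arrays into 3 and 3, the real one gave the most changed genes, but the share of 1 in 10 is the smallest this design can give, so chance cannot be excluded this way. The labels name whole liver as the source, but the methods also mention isolated cells, so these records do not settle which was used. All 18 erythroid genes were lower at P56 than at either embryonic stage. The median log2 fold change was -3.56 against E14.5 and -3.51 against E18.5. This argues against isolated cells free of erythroid cells at either embryonic stage, while partly enriched cells stay open. Isolated hepatocytes at E18.5 alone would lower the genes of other cell types there, against which the macrophage genes rose by a median of 1.03 or more under each alternative. Isolated hepatoblasts at E14.5 alone would leave the genes of all other cell types to rise alike at E18.5, against which the difference between stellate and macrophage genes was -1.22 or lower under each alternative, and the 18 erythroid genes had a median of -0.04. A smaller difference in preparation between the stages stays open, as does a scan effect on part of the changes. The difference in developmental stage that the design names was not tested apart from these. By exact permutation tests of the list scores, each of the 5 lists gave a two-sided p of 0.10, the smallest that 3 arrays against 3 allow.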

How the results depend on the processing

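The alternative that keeps only genes with a value on every array was chosen after the results had been seen, and the other alternatives were set before the data were examined. Over the alternatives other than leaving out arrays, 441 values kept their direction and their side of the threshold, or for counts and scores stayed close to the value reported. Set tests enter here with their p before adjustment. Another 24 fell short of the threshold, 12 newly passed it, 22 moved and 1 reversed. These counts leave out single genes other than Rxra and the median of all genes. For those, 325 values stayed and 1, of Psmd7, fell short. With 1 array left out at a time, 333 values stayed, 8 fell short, 4 newly passed and 7 moved. The 253 values of the single genes other than Rxra and of the median of all genes stayed.

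At E18.5 against E14.5, the RXR-α list kept its rise past the threshold under every alternative, with a median log2 fold change of 1.40 to 1.87. The Wnt list kept its fall under every alternative with a median of -0.71 to -0.41 apart from 2. These were the scan as a fixed block (-0.35), which kept the call, and the list without proteasome genes, which did not pass the threshold, with a median of -0.35, a score difference of -0.56, 10 genes lower and 2 higher. The rise of Rxra was between 0.70 and 1.57, with the lowest value from the mean over both probes. Of the 7909 genes called in the fit reported, the share called in the same direction was 97.3% without background correction, 88.6% with the scanner software's signals, 84.2% with median centring, 84.3% with the Cy5 channel alone, 68.0% with the authors' table and 64.9% with the scan as a fixed block.

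Without background correction, the RXR-α list at P5 against E18.5 (median 0.10) fell short of the threshold. With the scanner software's processed signals it did so at P5 (0.10) and at P56 (0.20), the biliary genes fell short (0.92) and the general Wnt targets passed (-0.73). With median centring, 1474 genes differed between E18.5 and P5, the list score difference was 1.61 for RXR-α and -0.73 for Wnt, the other haematopoietic genes passed (0.22), and the 3 arrays of P56 formed the smaller branch for the S2 Table genes. The RXR-α median at P56 against E18.5 reversed to -0.26. Centring moved the median of all genes in that comparison to -0.42, so that the list still lay above it. With the Cy5 channel alone, the erythroid genes passed (-0.52), the biliary genes (0.33) and the RXR-α list at P5 (0.047) and P56 (0.29) fell short, and the score differences were 1.65 and -1.11. With the authors' table, the general Wnt targets passed (-0.52), the biliary genes (0.73) and the RXR-α list at P5 (0.12) fell short, 829 genes differed between E18.5 and P5, and Psmd7 fell short (-0.46). Except for the shift of all genes by centring, the cause was not tested.

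With no filter on dim probes, 27953 genes were tested, the remaining part of the Wnt list (-0.35) and the other haematopoietic genes (0.19) passed, and 4 arrays, P5 replicate 3 and those of P56, formed the smaller branch over all genes. With the stricter filter, 11203 genes were tested, and the biliary (0.12) and cell cycle genes (-0.25) and the RXR-α list at P5 (0.10) and P56 (0.18) fell short. With the mean over all probes, the remaining part of the Wnt list passed (-0.29). The number of genes tested differs by construction with the filters, and beyond that the cause was not tested. Aquantile leaves log ratios as they are by construction.

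With only the 2 stages in the fit, the biliary genes (0.54) and the RXR-α list at P5 (0.10) fell short, where fewer arrays enter the fit. The same-numbered arrays of different stages did not resemble each other in their deviations from the stage means (r across genes -0.31 to 0.19), so the replicate numbers do not pair the samples. With the replicate number as a block, 3955 genes were higher and 3581 lower at E18.5, and no call in a comparison of lists changed. With the scan as a fixed block, 2343 genes and 22 Wnt genes were lower at E18.5, and the other haematopoietic genes passed (0.33). That fit could not be made for P5 or P56 against E18.5, since no scan held arrays of E18.5 together with either stage. With the scan as a random block (correlation 0.183) the other haematopoietic genes passed (0.19).

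With fry, the remaining part of the Wnt list (-0.35), the general Wnt targets (-0.39) and the other haematopoietic genes (0.19) passed, and the cell cycle genes (-0.36) and the RXR-α list at P5 (0.10) fell short. With the correlation estimated, the macrophage (1.29), endothelial (0.95), biliary (0.54) and cell cycle genes (-0.36) and the RXR-α list at P5 (0.10) and P56 (0.18) fell short. The medians do not change with the set test by construction.

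Between E18.5 and P5, the methods' test called 3465 genes unadjusted and 61 after Benjamini-Hochberg adjustment. With an absolute log2 fold change of at least 1, 1527 genes were higher and 325 lower at E18.5 than at E14.5, with 1 Wnt gene higher and 2 lower, 450 genes differed between E18.5 and P5 and 3656 between E18.5 and P56, since fewer genes meet that threshold by construction. With 1 minus Pearson correlation and average linkage, 4 arrays, P5 replicate 3 and those of P56, formed the smaller branch over all genes.

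Leaving out 1 array at a time, the number of genes that differed between E18.5 and P5 lay between 928 (without P5 replicate 3) and 3765 (without P5 replicate 2), where the lone P5 array is assumed to vary like the other groups. The median of the RXR-α list lay between 0.049 and 0.17 at P5 and between 0.12 and 0.21 at P56, and its p reached 0.11 and 0.13. The RXR-α score difference between E18.5 and E14.5 lay between 1.67 and 1.86, and the median of the other haematopoietic genes between 0.12 and 0.27. Passing the threshold before adjustment therefore depends on single arrays for the RXR-α list at P5 and P56.

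With only genes with a value on every array, 16552 genes were tested, 75 RXR-α genes were higher and 35 Wnt genes lower at E18.5, and no call of a list changed. The fewest spots well above background in Cy5, 16790, were those of replicate 2 of P56. On simulated data with 200 changed genes, changes of 0.5 on the log2 scale were recovered in part. The share was 12% between P5 and E18.5 and 34.5% between E18.5 and E14.5. The real comparisons called 13.7% and 47.3% of all genes, which makes the Benjamini-Hochberg cutoff less strict. The simulated shares therefore do not give the share missed in the real data.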

Differences from the paper's values

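The clustering over each list alone was not among the comparisons set before the data were examined, and the other tests in this part were. The only value of the paper set against one computed here, the size of the combined pathway gene signature, was the same, 138 genes.

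The paper states that liver of E14.5 fell in 1 major cluster together with tumors of hepatoblasts, and liver of later stages in the other (Fig. 1). Over all genes tested, the 11 normal arrays by themselves parted first into those of P56 and the rest, and the arrays of E14.5 parted from E18.5 and P5 at the next level. None of the alternatives run for this clustering set E14.5 apart first. The tumor arrays were not in it, so the 2 clusterings do not make the same comparison. Over the genes of S2 Table together, E14.5 was set apart first, except with median centring. Over the RXR-α list alone and the Wnt list alone it was too, but with 1 minus Pearson correlation and average linkage P56 was set apart first for each list, and for the Wnt list also with log2 ratios in place of z-scores.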

Other observations

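The tests of lists at P5 and P56, the exact permutation tests of the scores of the remaining Wnt genes, the general Wnt targets, the cell cycle and the erythroid genes, the adjustment over the 4 sets, the spread of single E14.5 arrays beside the scan tests and the genes Hbb-b1, Hba-a1 and Axin2, were chosen after results had been seen. So was the test of the remaining Wnt genes by their score and the sign of their median. The other tests in this part were not.

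For the fall of the Wnt list between E14.5 and E18.5, 6 explanations were tested. A shift of all genes by the normalization is argued against, since the list's median minus the median of all genes was -0.386 or lower under each of 6 normalizations. That the proteasome genes alone carry the fall could not be decided. Camera, the test set beforehand, did not call the remaining genes, which is the outcome this explanation predicts. A test chosen after that result, of their score and the sign of their median, went against it. Of the 17 remaining genes, 10 were lower and 2 higher, their score went from 0.61 ± 0.0743 (SD, n = 3) at E14.5 to 0.051 ± 0.0708 (SD, n = 3) at E18.5, a difference of -0.555, and their median was below 0 under each alternative. Whether they fell more than other genes is not decided, since they were not called against the other genes (camera p = 0.0635, exact permutation p of the score 0.10, the smallest possible) but passed with fry (adjusted p = 0.00036), with no filter on dim probes and with the mean over all probes. For the scan, the single E18.5 array read with those of E14.5 differed from their mean by a median of -0.355 over the list, while single E14.5 arrays differed by at most 0.0081. With the scan as a fixed block the list kept its call. This argues against the scan as the whole cause, as far as 1 array can show it, and with the block 22 genes of the list were lower instead of 38, so a part of the fall stays open to it. The other 3 explanations could not be decided either. The target genes of Wnt signaling may have fallen as a class, but the 13 general Wnt targets, with a median log2 fold change of -0.39, were not called (camera p = 0.0930, adjusted p = 0.13 over the 11 lists, exact permutation p of the score 0.10) and passed under 3 alternatives. Axin2, one of them, had a log2 fold change of -0.78 (limma adjusted p = 0.0017). Fewer dividing cells at E18.5 may play a part, since the cell cycle genes fell (camera p = 0.0111, exact permutation p of the score 0.10), but not under each set test, and by less than the Wnt list except with the Cy5 channel alone, where the medians were -0.79 and -0.71. Fewer blood-forming cells were not seen in the 18 erythroid genes (median -0.04, camera p = 0.935, exact permutation p of the score 0.90), where Hbb-y fell by 2.58 on the log2 scale and Hbb-b1 and Hba-a1, with differences of 0.70 and 0.71, were saturated in Cy5 at both stages, but with the Cy5 channel alone the list's median was -0.52 (p = 0.0043).

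For the rise of the RXR-α list, a rise of hepatocyte genes as a class is a candidate explanation that the values go with, since mature hepatocyte genes outside S2 Table rose by a median of 1.93, against 1.69 for the list. These genes and the list were measured on the same arrays, so the values do not show whether RXR-α acts on the list. A smaller share of erythroid cells alone is argued against by the difference of -1.42 between stellate and macrophage genes. Within scan 1, the list differed by a median of 1.62 in the single E18.5 array, while single E14.5 arrays differed from their mean by at most 0.11, and with the scan as a fixed block 76 of the 80 genes were higher. This argues against the scan as the whole cause, as far as 1 array can show it.

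In each of 5 counts, the genes that differ between E14.5 and E18.5, between E18.5 and P56 and between E14.5 and P56, and the RXR-α and the Wnt genes that differ between E14.5 and E18.5, only 1 of the 10 splits of the 6 arrays, the real one, gave as many genes. As this design gives no smaller share, chance cannot be excluded by it. Splits that mix the stages also widen the spread within groups, so their counts are low by construction.

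The 2 probes of Rxra did not change alike. Besides the brighter probe, which rose by 1.42, the dimmer probe had a log2 ratio of -1.22 at E14.5, -1.23 at E18.5, -0.71 at P5 and -0.29 at P56, and was above background in Cy5 on all 11 arrays. No explanation of the difference between the probes was tested. Of the Wnt genes named, Ppp2r5a has 2 dimmer probes that rose by 0.13 and 0.17. The probes of Ctnnb1 differed by -0.04, -0.14 and -0.41 between the stages.

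Of the lists not called at E18.5 against E14.5 after adjustment, the 6 biliary genes had a median log2 fold change of 0.54 (adjusted p = 0.052), the 13 other haematopoietic genes 0.19 (adjusted p = 0.084), the 10 stellate and fibroblast genes -0.13 (adjusted p = 0.91) and the 12 liver Wnt targets -0.04 (adjusted p = 0.93). The mean was 0.03 for the stellate and fibroblast genes and 0.10 for the liver Wnt targets, opposite in sign to the median. The median of the other haematopoietic genes lay between -0.01, with the scanner software's signals, and 1.57, with the stricter filter on dim probes, which did not pass the threshold, and their mean was 0.73, and those of the erythroid genes and the liver Wnt targets also changed sign between normalizations.

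After E18.5 the liver Wnt targets rose, unlike the Wnt list of S2 Table. Their median log2 fold change was 0.51 at P5 (camera adjusted p = 7.8e-05) and 1.16 at P56 (camera adjusted p = 0.00031) against E18.5, but with the correlation estimated from the data neither passed (adjusted p = 0.115 and adjusted p = 0.082), and 11 of the 12 genes were higher at P56. The median at P56 was 0.69 to 1.54 over the normalizations, where the lowest came with centring. The 13 general Wnt targets share Axin2, Lgr5, Rnf43 and Znrf3 with this list. Their median was 0.29 at P56 against E18.5, with 7 genes higher and 1 lower. With centring it was -0.38, where that of all genes was -0.42. Their score was 0.18 at E14.5, -0.42 at E18.5, 0.12 at P5 and 0.16 at P56. Between P56 and E14.5 the score differed by -0.02 (exact permutation p = 0.90). At P56 against E18.5 the 18 erythroid genes had a median of -3.51, the 22 cell cycle genes -3.62, the 6 hepatoblast genes -4.63 and the 13 other haematopoietic genes -2.24, with all genes of these lists lower, and the 19 mature hepatocyte genes had a median of 1.47. Each kept its direction under the 6 normalizations. The remaining part of the Wnt list had a median of -0.42 at P56, with 11 of 17 genes lower, and was not called by camera (adjusted p = 0.33) but was by fry (adjusted p = 5.2e-05), while the proteasome part had a median of 0.11, or -0.53 with centring. No explanation of these later changes was tested.

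Over all genes, the 5 largest fitted rises between E14.5 and E18.5 were those of Fbp1, Apoh (log2 fold change 6.49), Igfbp1, Rsad2 (5.93) and Chi3l3 (5.91). Igfbp1 was saturated in Cy5 on the arrays of E18.5 and is at least 16.7-fold higher there, so its place among the 5 is not settled. The 2 dimmer probes of Rsad2 were above background at E18.5 on all 3 arrays and at E14.5 on none. The largest falls were those of Serpina6 (-2.61), Hmga2 (-2.58), Hbb-y (-2.58), Ptn (-2.48) and 6330403K07Rik (-2.48). A further Hmga2 probe was above background at E14.5 on all 3 arrays and at E18.5 on none, and another was not above background at either stage.

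Xist was well above background in Cy5 on 6 arrays, which were replicate 2 of E14.5, replicate 1 of E18.5, both arrays of P5 and replicates 2 and 3 of P56. On these arrays the log2 ratio of Eif2s3y, a gene of the Y chromosome, was -3.60 to -1.21, and on the other 5 arrays it was 0.28 to 1.53. Both arrays of P5 are among the 6, but of E18.5 only the array of scan 1 is. The comparison of P5 with E18.5 and the scan check by that array are therefore not balanced for this difference. No explanation was tested, and the arrays were not grouped by these genes.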
